# Anatomy and transcript profiling of gynoecium development in female sterile *Brassica napus* mediated by one alien chromosome from *Orychophragmus violaceus*

**DOI:** 10.1186/1471-2164-15-61

**Published:** 2014-01-23

**Authors:** Wen-qin Fu, Zhi-gang Zhao, Xian-hong Ge, Li Ding, Zai-yun Li

**Keywords:** *Brassica napus*, Gynoecium, Ovule, Female sterility, Transcriptome

## Abstract

**Background:**

The gynoecium is one of the most complex organs of angiosperms specialized for seed production and dispersal, but only several genes important for ovule or embryo sac development were identified by using female sterile mutants. The female sterility in oilseed rape (*Brassica napus*) was before found to be related with one alien chromosome from another crucifer *Orychophragmus violaceus*. Herein, the developmental anatomy and comparative transcript profiling (RNA-seq) for the female sterility were performed to reveal the genes and possible metabolic pathways behind the formation of the damaged gynoecium.

**Results:**

The ovules in the female sterile *Brassica napus* with two copies of the alien chromosomes (S1) initiated only one short integument primordium which underwent no further development and the female gametophyte development was blocked after the tetrad stage but before megagametogenesis initiation. Using *Brassica*_ 95k_ unigene as the reference genome, a total of 28,065 and 27,653 unigenes were identified to be transcribed in S1 and donor *B. napus* (H3), respectively. Further comparison of the transcript abundance between S1 and H3 revealed that 4540 unigenes showed more than two fold expression differences. Gene ontology and pathway enrichment analysis of the Differentially Expressed Genes (DEGs) showed that a number of important genes and metabolism pathways were involved in the development of gynoecium, embryo sac, ovule, integuments as well as the interactions between pollen and pistil.

**Conclusions:**

DEGs for the ovule development were detected to function in the metabolism pathways regulating brassinosteroid (BR) biosynthesis, adaxial/abaxial axis specification, auxin transport and signaling. A model was proposed to show the possible roles and interactions of these pathways for the sterile gynoecium development. The results provided new information for the molecular mechanisms behind the gynoecium development at early stage in *B. napus*.

## Background

The gynoecium, located in the fourth and innermost whorl of a flower, is the female reproductive organ of flowering plants which has specialized functions for successful pollination, seed maturation and seed dispersal. Although it is a highly complex organ that differs widely in form between species, most gynoecia of different angiosperms have a set of common structures: an apical stigma, a style, and a basal ovary, which encloses the ovules [1,2]. In *Brassicaceae* family, including the model plant *Arabidopsis thaliana* and important *Brassica* crops, gynoecium is composed of two fused carpels and three common parts above. The stigma plays a key role in pollen binding and recognition and participates in the induction of pollen germination [3]. The style connects the stigma with the ovary and harbors the transmitting tract essential for pollen tube growth. The ovary contains the ovules that develop into seeds after fertilization [4,5]. The ovule contains the funiculus, the chalaza which forms outer and inner integuments, and the nucellus which is covered by the integuments and in which the embryo sac representing the megagametophyte forms [6,7]. Incomplete or abnormal development in any part of gynoecium can cause female sterility or reduced fertility, which has been observed in various plants, including *Arabidopsis* and *Brassica* crops [8,9]. The female sterile mutants provide the suitable materials for elucidating the genetic control of the gynoecium development.

As the gynoecium is one of the most complex and important organs of flowering plants, increasing researches focused on the genetic control of its development by using female gametophytic mutants, especially from *Arabidopsis*. Several genes important for ovule integument or embryo sac development have been identified, such as *SIN1*, *BEL1*, *INO*, *ATS*, *ANT*, *TSO1*, *HLL*, *NZZ*, *SIN2*, *WUS, PFS2*[7,10], *DYAD*[11] and *VDD*[12]. In addition, it was proposed that adaxial–abaxial polarity mechanisms were required for integument formation [13,14]. The auxin concentration gradient was found to determine cell fates in the embryo sac [15]. Two genes (*AGO5* and *AGO9*) were shown to control female gamete formation and megagametogenesis by two independent small RNA pathways [16,17]. Brassinolide was suggested to plays a previously unrecognized role in the development of gynoecia and outer integument of the ovule [18]. Some other genes or gene families like *STY*, *SHI*, *HECATE*, *SHATTERPROOF*, *JAIBA*, *CLV1* and *SPT* were identified for gynoecium development, including stigma, style, septum, transmitting tract and carpel margin tissues [1,2,5,19-22]. Recently, by applying whole genome microarray and Next Generation Sequencing (NGS) techniques, hundreds of genes were found to be specific for female gametophyte genes by comparative expression profiling between wild plants and mutants [23-25].

The female sterile mutants from spontaneous or artificial mutations were rarely reported in the important oilseed rape *Brassica napus* L. [8]. In our pervious study, complete female sterility was observed in one *Brassica napus- Orychophragmus violaceus* addition line which contained all 38 chromosomes from *B. napus* and one or two copies of one particular chromosome from *O. violaceus*[26]. It seemed that its pistils stopped to develop at early stage. So we inferred that certain genes related to early process of pistil formation on this alien chromosome silence the homologous genes in *B. napus*, or these alien genes interfere the normal pistil development of *B. napus*. In this study, we compared the developmental anatomy and transcript profiling using RNA-Seq technique of the gynoecia between the female sterile line and donor *B. napus*. A number of candidate genes and related pathways were revealed, which provided new insights into the genetic and biochemical controls for early stage of pistil development in *B. napus*. In addition, the sequence datasets serve as a valuable resource for novel gene discovery in *O. violaceus*.

## Results

### Developmental anatomy of female sterility and donor *B. napus*

The female sterile disomic addition line (S1) with all 38 chromosomes from *B. napus* and two copies of the chromosome from *O. violaceus* produced the progenies with similar phenotype, except the different female fertilities, after it pollinated donor *B. napus* (H3). The female sterile plants carried one or two copies of the *O. violaceus* chromosome (2n = 39, 40), while female fertile plants had the same chromosome number as normal *B. napus* (2n = 38). The female sterile plants were indistinguishable from fertile ones during vegetative growth period, for they only failed to produce normal gynoecia (Figure 1). They showed completely female sterility, and produced no seeds after self-fertilization or pollinated by *B. napus*. But they developed normal petals and anthers with abundant stainable pollen grains (90-95% stainability), for H3 showed normal seed setting when pollinated by the female sterile plants. In comparison with H3, the gynoecia of S1 were slow-growing and much shorter from early development stage (flower buds ~2 mm) to flowering (Figure 1A, C), and the pistils showed no indication of swelling from fertilization and fell off after the flowers opened some time (Figure 1B). Correspondingly, the flowering duration of S1 plants was prolonged till seed maturity of H3, because they had no seed setting and produced more flowers. Pollination analysis found that few pollen grains of itself or H3 could adhere and germinate on S1 stigmas 6 h after pollination (Figure 2A, D). However, although pollen tubes could grow spirally over the surface of papillae cells (Figure 2D), they hardly penetrated into stigmas or styles and then failed to reach abnormal ovules even 48 or 72 h after pollination (Figure 2E). Further observation showed that papilla cells on S1 stigmas were short, small and not fingerlike as those of H3 at maturation stage (Figure 2C, F).

**Figure 1:**
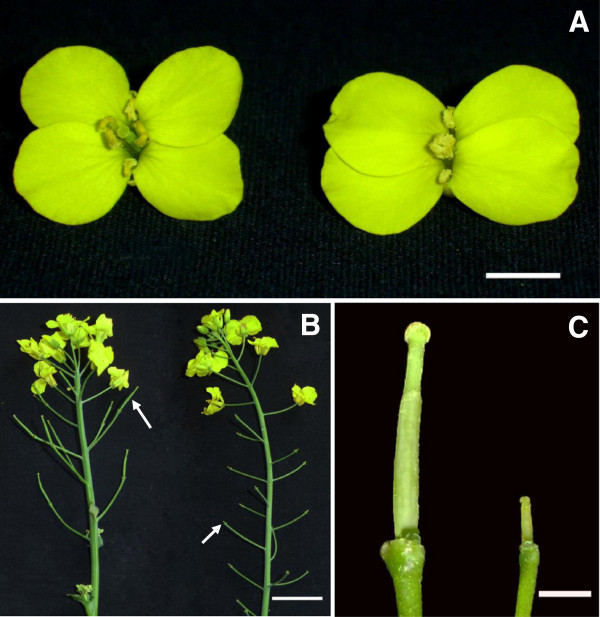
**Morphology of flower, gynoecium and seed setting in H3 and S1. A**, Open flower of H3 (left) and S1 (right), the gynoecium was short and hidden in the stamens in S1, bar = 5 mm. **B**, Inflorescence of H3 (left) and S1 (right), the arrows indicate the siliques, bar = 20 mm. **C**, Gynoecium at open flower stage of H3 (left) and S1 (right), the sepals, petals and stamens were removed, bar = 2 mm.

**Figure 2:**
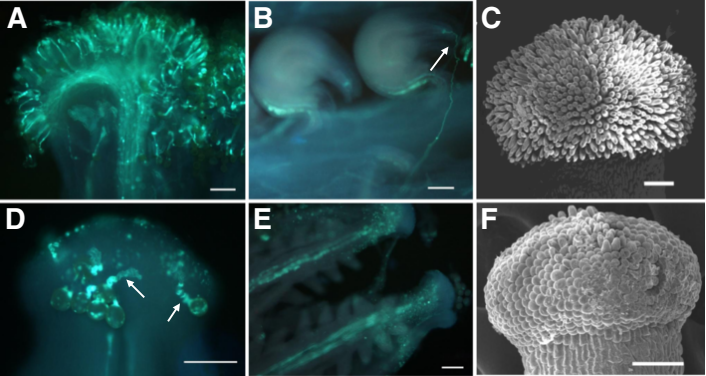
**Pollen germination, pollen tube elongation and papilla cells in H3 (A, B and C) and S1 (D, E and F).** Pollen grains germinate on stigma of H3 **(A)** and S1 **(D)** at 6 h after hand-pollinations, the pollen tubes are screwy (arrows in **D**) and fail to penetrate into papilla cells in S1. At 72 h after self-pollination, the pollen tubes have passed into the micropyle (arrow in **B**) of ovule of H3 **(B)**, but no pollen tubes are found in S1 ovary **(E)**. Papilla cells of S1 **(F)** are much shorter than that of H3 **(C)**. **A-B**, **D-E**, Fluorescence micrographs. **C** and **F**, Scanning electron micrographs. Bar = 100 μm.

The developmental processes of the gynoecia in S1 and H3 were comparatively observed from the cleared ovules to determine the stage and tissue for the occurrence of the female sterility. In H3, the gynoecia formation was characterized by the normal development of the ovule and embryo sac (Figure 3A-F). In S1, ovule primordia appeared normally from the placenta in which one megaspore mother cell (MMC) was included (Figure 3a), and four daughter cells were produced from the meiotic division of one MCC in the ovule (Figure 3b). But the integuments could not initiate or arrest at the initiative stage (Figure 3a-c), and only a small protuberance at the chalaza region was left (Figure 3d-f). Then in incomplete embryo sacs, the four meiotic products showed several patterns of degradation: all degraded (Figure 3c), one nucleus and three degenerated arranged in a line (Figure 3d), a ray of residuum and two nuclei surrounded (Figure 3e), and only one residue left in the nucellus (Figure 3f). The location of residual cells at the micropylar end (Figure 3d) but the functioning megaspore at the chalazal end suggested the change of the normal polarity of cell location in embryo sac. These anatomical investigations revealed that the embryo sac development might stop after the meiotic division of the MMCs.

**Figure 3:**
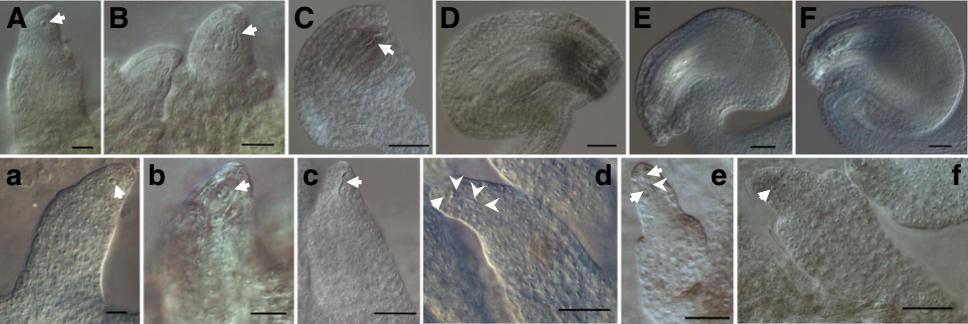
**Stages of ovule development in H3 (A-F) and S1 (a-f).** Photomicrographs of chloral hydrate cleared ovules. **(A, a)** MMC has differentiated (arrow) and inner integument has initiated. **(B, b)** Megaspore tetrad has been produced (arrow) but outer integument primordia form only in H3. **(C, c)** Postmeiotic ovules. The arrows indicate degenerated haploid spores in S1. In H3 the integuments extend to nucellus, whereas, integument arrests at initiative stage in S1. **(D, E, F)** Mononuclear, two-nuclear and mature embryo sacs of H3, respectively. **(d, e, f)** S1 ovules at the same stage as normal mature embryo sac but abnormal nucellus without integument surrounding: one nucleus (arrows) and three degenerated spores (arrowheads) in **d**, two nuclei (arrows) and a ray of residuum (arrowheads) in **e**, one small nucleus likely without differentiation (arrow) in **f**. MMC: Megaspore Mother Cell. Bar = 20 μm in **A-B**, **a-b** and 50 μm in **C-F**, **c-f**.

### Illumina sequencing and mapping of transcripts

According to the morphology of different-stage gynoecia of S1 and H3 observed above, the development of their gynoecia in the flower buds < 2 mm matched each other, but deviation started in the flower buds ~2 mm with gynoecia ~1.2 mm, and expanded with the successive growth of flower buds (Additional file 1: Figure S1). So the gynoecia from 1.5-3 mm flower buds from S1 and H3 were collected for analysis of changes in gene expressions responsible for their different developmental patterns. 

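RNA-seq compared 1 library of gynoecia from S1, the addition line with 2n = 40 that carries 2 copies of the O. violaceus chromosome, with 1 library from H3, the donor with 2n = 38. The authors deposited, for every unigene with a read, the number of uniquely matched reads, the unigene length, the percent of the length covered and the RPKM. The counts added up to 3032132 reads in S1 and 2881609 in H3, which were 73.8% and 73.5% of the uniquely matched reads that the paper reports in Table 1, 4106692 and 3922411. The deposited RPKM values use the totals of the deposited counts, and so do the values given here. The median unigene with a read had 37 reads in S1 and 39 in H3, and the 10 unigenes with the most reads took 3.72% and 3.07% of the libraries. Unigenes were compared by a two-sided exact test on the Poisson model of the paper's reference 63 (Audic-Claverie test, conditioned on the H3 reads), with Benjamini-Hochberg FDR at most 0.001 and an absolute log2 ratio of RPKM (S1/H3) of at least 1, an RPKM of 0 being set to 0.001. With 1 library per line no difference had a replicate check, so the test compares these 2 libraries and not the lines. The 95% intervals of log2 ratios come from the exact Clopper-Pearson interval of the S1 share of a unigene's reads and cover counting error only, since PCR copies of a molecule cannot be told apart. A unigene without reads was listed as 0, where 3 reads were taken as the smallest number that the depth can show.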

From mRNA sequencing, 7,568,113 and 7,059,416 raw reads were obtained from S1 and H3, respectively, and 7,502,922 (99.14%) and 6,990,973 (99.03%) clean reads were left, after “dirty” raw reads were removed. To identify genes corresponding to reads in each library, the clean reads were aligned to the *Brassica*_95k_unigene reference genome using the Short Oligonucleotide Alignment Program 2 (SOAP2) aligner, allowing for two bases mismatch. Of the clean reads, more than 62% matched either to a unique or multiple genomic positions, and 4,106,692 and 3,922,411 uniquely matched reads were used for gene expression analysis of each library. The detailed alignment statistics was displayed in Table 1.

**Table 1:** Summary of alignment statistics of RNA-Seq in H3 and S1

	**H3**		**S1**	
**Total reads**	6990973		7502922	
**Total mapped reads**	4396449	62.89%	4652862	62.01%
**Perfect match**	2440840	34.91%	2564012	34.17%
**< = 2 bp mismatch**	1955609	27.97%	2088850	27.84%
**unique match**	3922411	56.11%	4106692	54.73%
**Mapped genes**	27653		28065	

### Screening of differentially expressed genes (DEGs)

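At least 1 uniquely matched read was found for 28065 unigenes in S1 and 27653 in H3, a difference of 412 unigenes without a replicate check. The S1 library was slightly the deeper one. When its reads were drawn down at random to the H3 total, 27990 unigenes were detected on average, and between 27968 and 28010 in 100 draws. With a minimum of 5 reads, which moved these counts most, the numbers were 24160 in S1 and 24076 in H3.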

After mapped to reference genome, a total of 28,065 and 27,653 unigenes were identified and transcribed in S1 and H3, respectively, suggesting that newly initiated transcription occurred in S1. The 26610 unigenes were overlapped between these two transcript libraries, 1455 expressed only in S1 and 1043 only in H3. 

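Of the 29108 unigenes detected in either library, 26610 had reads in both, 1455 only in S1 and 1043 only in H3. The median unigene found in a single library had 2 reads in either set. A single read was behind 595 of the unigenes found only in S1 and 506 of those found only in H3, while 230 and 62 had at least 10 reads. With detection set at 5 reads, 1484 unigenes were counted only in S1 and 1400 only in H3.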

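In the comparison of the 2 libraries, 4539 unigenes passed the FDR and log2 ratio criteria, of which 2100 had a higher RPKM in S1 and 2439 a lower one. This balance depended on library scaling. With edgeR's TMM scaling it was reversed, with 2572 DEGs higher in S1 and 1691 lower. The number of DEGs changed most when variation between plants was assumed. With an assumed biological coefficient of variation of 0.4 (edgeR exact test with a fixed dispersion of 0.16), 192 unigenes passed.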

Using false discovery rate (FDR) ≤ 0.001 and the absolute value of |log2Ratio| ≥ 1 as criteria, 4540 unigenes exhibited different expressions between S1 and H3, including both up-regulated and down-regulated genes in S1. 

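Among the 2100 up-regulated unigenes, 175 had no read in H3, and their reads in S1 ranged from 14 to 1615 with a median of 29. Among the 2439 down-regulated unigenes, 37 had no read in S1, with 12 to 145 reads in H3 and a median of 17. Both numbers depended on the form of the test. They were 192 and 32 when the test was conditioned on the S1 reads, and neither this conditioning nor that of the main form was fixed before the data had been seen.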

Of the 2155 up-regulated unigenes, 192 genes were uniquely expressed in S1, and 37 of the 2385 down-regulated unigenes expressed only in H3. Moreover, 1141 unigenes were up-regulated and 637 down-regulated with |log2Ratio| ≥ 2, 705 and 195 were up- and down-regulated with |log2Ratio| ≥ 3, respectively (Figure 4).

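With an absolute log2 ratio of at least 2, 1114 DEGs were higher and 692 lower in S1. With at least 3, the numbers were 677 and 243. With 1 RPKM added to both values, 514 unigenes were at a log2 ratio of at least 3 and 119 at -3 or below.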

**Figure 4:**
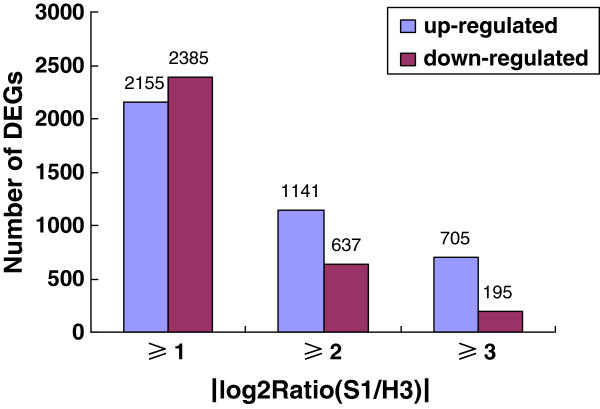
**Comparison of expression of the mapped genes between S1 and H3.** Columns denote the number of DEGs with an expression ratio within the stated range.

### Gene Ontology analysis and pathway analysis of DEGs

To further clarify the functional differences between S1 and H3, DEGs with the criteria of RPKM ≥ 50 and fold change ≥ 2 were annotated according to function annotation convention. Gene ontology (GO) categories were assigned to significant DEGs based on the TAIR GO slim provided by blast2GO (GO enrichment analysis using hypergeometric test for 4540 unigenes was showed in Additional file 2: Table S1). 

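An RPKM of at least 50 in at least one library was reached by 1988 DEGs. With the same limit in both libraries, 559 DEGs remained.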

A total of 1987 DEGs could be categorized into 60 categories (filtered by Seq: cutoff = 5.0) (Figure 5), involving metabolism, growth, development, catabolic and apoptosis. Based on the molecular functions, 15 categories genes involved in protein binding (416 genes, 24%), nucleotide binding (289 genes, 17%), hydrolase activity (187 genes, 17%), DNA binding (157 genes, 9%) and so on. Regarding biological process, the genes were finally classified into 28 categories, the most over-represented GO term was response to stress (469 genes), followed by response to abiotic stimulus (368 genes), catabolic process (230 genes), response to biotic stimulus (187 genes). 

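The deposited tables list GO terms for the unigenes, without adding parent terms, and 15359 unigenes had a biological process term. A term for a response or for defense was listed for 598 of the 1253 annotated DEGs with RPKM of at least 50, or 47.7% (95% Wilson interval from 45.0% to 50.5%). Among annotated unigenes at that RPKM that were not DEGs, it was 934 of 2912, or 32.1% (30.4% to 33.8%). The term response to stress itself was listed for 131 of the 1253 DEGs, or 10.5% (8.88% to 12.3%), and for 161 of the 2912 others, or 5.53% (4.76% to 6.42%). Unigenes are not replicates, and these shares describe the 2 libraries.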

There were several related processes, including flower development (58 genes), cell growth (50 genes), cell differentiation (50 genes), photosynthesis (47 genes), cell death (22 genes), cell cycle (21 genes) and pollination (11 genes). Among the cellular component categories, plastid (458 genes) and plasma membrane (316 genes) were the dominant groups, followed by mitochondrion (266 genes), vacuole (232 genes) and cell wall (183 genes).

**Figure 5:**
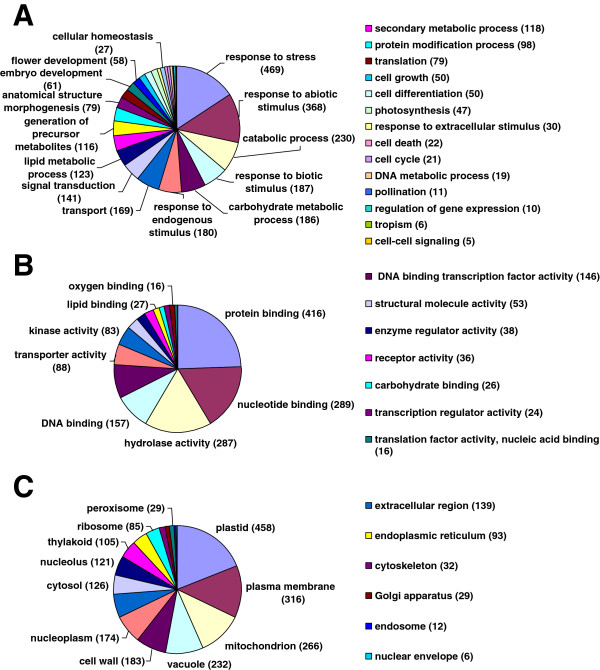
**Functional categorization of GO terms in DEGs with RPKM** ≥ **50 and fold change** ≥ **2 by blast2GO.** The genes are categorized based on Gene Ontology (GO) annotation and the proportion of each category is displayed based on: Biological process **(A)**; Molecular function **(B)**; Cellular component **(C)**.

Pathway analysis for the 4540 unigenes was performed using hypergeometric test. A total of 20 different metabolic pathways were found with Q ≤ 0.05 (Table 2). The most represented pathways were linoleic acid metabolism (17 genes), biosynthesis of secondary metabolites (389), metabolic pathways (681), glycolysis/gluconegenesis (63) and flavonoid biosynthesis (52).

**Table 2:** Pathway enrichment analysis of DEGs

**KEGG**^**a **^**pathway**	**DEGs with pathway annotation (2333)**	**All genes with pathway annotation (30493)**	**Qvalue**^**b**^
Linoleic acid metabolism	17 (0.73%)	46 (0.15%)	2.396666e-06
Biosynthesis of secondary metabolites	389 (16.67%)	3987 (13.08%)	6.888993e-06
Metabolic pathways	681 (29.19%)	7643 (25.06%)	4.918936e-05
Glycolysis/Gluconeogenesis	63 (2.7%)	446 (1.46%)	4.918936e-05
Flavonoid biosynthesis	52 (2.23%)	345 (1.13%)	4.918936e-05
alpha-Linolenic acid metabolism	38 (1.63%)	227 (0.74%)	7.964526e-05
Circadian rhythm - plant	48 (2.06%)	351 (1.15%)	1.109326e-03
Glucosinolate biosynthesis	22 (0.94%)	127 (0.42%)	3.626965e-03
Carbon fixation in photosynthetic organisms	45 (1.93%)	346 (1.13%)	4.489689e-03
Valine, leucine and isoleucine degradation	29 (1.24%)	194 (0.64%)	4.707493e-03
Ribosome biogenesis in eukaryotes	68 (2.91%)	590 (1.93%)	5.175354e-03
Arginine and proline metabolism	37 (1.59%)	295 (0.97%)	2.056500e-02
Protein processing in endoplasmic reticulum	91 (3.9%)	887 (2.91%)	2.378769e-02
Glutathione metabolism	37 (1.59%)	301 (0.99%)	2.491330e-02
Glycine, serine and threonine metabolism	28 (1.2%)	213 (0.7%)	2.784337e-02
Starch and sucrose metabolism	101 (4.33%)	1025 (3.36%)	3.905783e-02
Galactose metabolism	28 (1.2%)	224 (0.73%)	4.579364e-02
Zeatin biosynthesis	27 (1.16%)	214 (0.7%)	4.579364e-02
Propanoate metabolism	22 (0.94%)	165 (0.54%)	4.579364e-02
Tropane, piperidine and pyridine alkaloid biosynthesis	17 (0.73%)	117 (0.38%)	4.579364e-02

^a^KEGG = Kyoto Encyclopedia of Genes and Genomes.

^b^Pathways with Qvalue ≤ 0.05 are significantly enriched in DEGs.

### DEGs specific to S1 and H3 plants

As S1 carried the alien *O. violaceu* chromosomes, it was understandable that DEGs specific to S1 (192 unigenes) were more than those of H3 (37). 

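By the criteria used here, 175 DEGs had reads in S1 only and 37 in H3 only. In S1 the median of these unigenes was covered over 61.5% of its length, and in H3 over 48.2%. An RPKM of at least 50 was reached by 19 of the S1-specific unigenes and by 2 of the H3-specific ones. The paper relates the larger number in S1 to the alien chromosomes that S1 carries.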

Significantly enriched GO terms of the two sets of DEGs were listed in Additional file 3: Table S2 and Additional file 4: Table S3. For the 192 ones, there were 51 enriched GO terms including 22 mapped to biological process ontology, 3 mapped to molecular function ontology and 26 mapped to cellular component ontology. 

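Of the 175 S1-specific DEGs in the deposited data, 82 had a biological process term, and 44 of them (53.7%, 95% Wilson interval from 42.9% to 64.0%) had a term for a response or for defense. Random lists matched on mean expression had a median share of 31.7%. The term response to stress itself was listed for 6 of the 82 (7.32%, 3.40% to 15.1%), at percentile 63.8 of the random lists, whose median was 6.10%. Of the H3-specific DEGs, 4 of 18 annotated ones (22.2%, 9.00% to 45.2%) had a response or defense term. The term carbohydrate metabolic process was listed for 0 of these 18 (0% to 17.6%), and the median of the random lists was also 0%. Only 70 of all 15359 annotated unigenes had this term, so 0 was likely. The count therefore does not test the paper's enrichment, for which terms were assigned with other tools.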

For the 37 ones, only 2 GO terms (carbohydrate metabolic process and metabolic process) belonging to biological process ontology were significantly enriched. No GO terms were specific to H3 plants for molecular function and cellular component.

### DEGs for steroid biosynthesis and metabolic process

Fifteen unigenes involved in steroid biosynthesis were differentially expressed between S1 and H3. For phytosterol, twelve of the fifteen unigenes covered brassinosteroid (BR) and stigmasterol biosynthesis, which were all down-regulated in S1 plants. These genes were identified to encode proteins LUP2 (JCVI_38125 and JCVI_42543), CAS1 (JCVI_33856 and JCVI_20625), SMO1 (JCVI_2267), C-14 Sterol Reductase (FACKEL) (JCVI_39052), SMO2 (JCVI_14504), DWARF5 (JCVI_10359 and JCVI_40245) and DWARF1 (JCVI_9676, JCVI_21095 and JCVI_7150). 

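All 12 unigenes had fewer reads in S1 than in H3 and passed the threshold between the 2 libraries. The log2 ratios ranged from -2.34 to -1.03 with a median of -1.43. DWARF1 had the most reads. For JCVI_9676, 703 reads in S1 stood against 1932 in H3, a log2 ratio of -1.53 (95% interval from -1.66 to -1.41). The largest change was in LUP2 (JCVI_38125), with 10 and 48 reads and a log2 ratio of -2.34 (-3.49 to -1.34). The smallest was in SMO1 (JCVI_2267), with 66 and 128 reads and a log2 ratio of -1.03 (-1.48 to -0.59). The list median lay at percentile 0 of 10000 random lists matched on mean expression. This follows from the listing of its members as down-regulated DEGs of these same libraries, and adds no evidence. Another 6 unigenes had the same best protein hit as a listed unigene. Of these, 5 were lower in S1 and none passed the threshold. With edgeR's TMM scaling, 10 of the 12 unigenes passed, and with an assumed biological coefficient of variation of 0.2 none did.

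**Figure D1:**
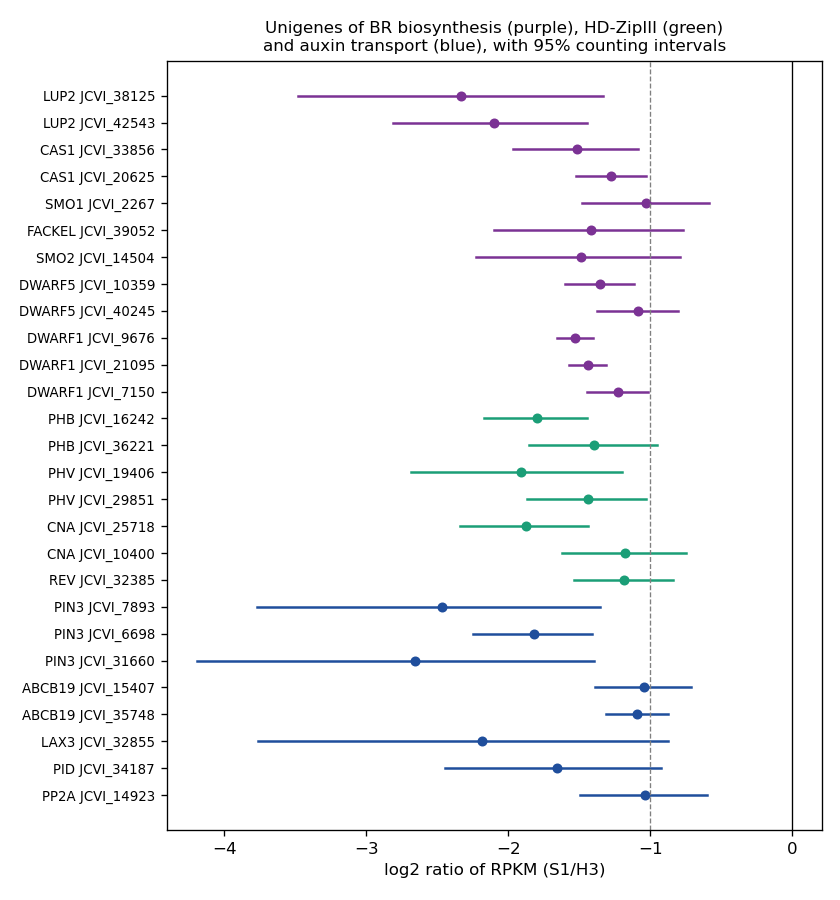
Log2 ratio of RPKM (S1/H3, horizontal axis) of each unigene of brassinosteroid biosynthesis (12 unigenes, purple), HD-ZipIII (7 unigenes, green) and auxin transport (8 of the 9 unigenes, blue), 1 library per line. Points are the ratios, lines the 95% counting intervals, and the dashed line marks a log2 ratio of -1; all points lie to its left, between -2.66 and -1.03.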

Down-regulation of these genes could affect the normal biosynthesis of brassinosteroid, which might have a role in gynoecium and ovule development [18]. Furthermore, one unigene (JCVI_27911) encoding a DON-Glucosyltransferase termed *UGT73C5* involved in BR metabolic process was observed to highly and only expressed in S1 plant (log2 Ratio(S1/H3) >19). 

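JCVI_27911, of 739 bp, had 1344 reads in S1 and 0 in H3, where 3 reads would have been an RPKM of 1.41. Its RPKM in S1 was 599.8, and the log2 ratio of 19.19 is set by the RPKM of 0.001 given to H3. The lower end of the 95% interval from the reads alone was a log2 ratio of 8.43. The unigene passed the threshold under every alternative tried, including an assumed biological coefficient of variation of 0.4.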

In *Arabidopsis*, the *UGT73C5* was found to regulate BR activity by catalyzing the 23-O-glucosylation of BL and castasterone, and overexpression of *UGT73C5* resulted in BR-deficient phenotypes [27]. In S1, the BR activity was likely reduced by both biosynthesis and metabolic process, and then affected the S1 gynoecium and ovule development.

### DEGs involved in floral organ, embryo sac or ovule development

In the flower development GO terms, 35 unigenes showed different expression levels. 

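The term flower development was listed in the deposited annotation for 173 unigenes, 26 of which were DEGs. Of these, 8 were higher and 18 lower in S1. The term was listed for 0.97% of the annotated DEGs, against a median of 1.20% in random lists matched on mean expression (percentile 11.9). Among annotated DEGs with RPKM of at least 50, it was 0.64% against 1.36% (percentile 0.485). The term was thus not enriched among the DEGs.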

Among 9 unigenes for floral organ or whorl development, 5 encoding ABCB19 (JCVI_15407 and JCVI_35748), SHP2 (JCVI_13562), HEC1 (JCVI_35218) and SPT (JCVI_28865) were involved in carpel development [20,28-30], 3 encoding SRS5 (JCVI_29726) and TAA1 (JCVI_9912 and JCVI_18521) in gynoecium development [19,31], only 1 in sepal development instead of carpel or gynoecium development. 

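Each of the 8 unigenes had fewer reads in S1 and passed the threshold between the libraries, with log2 ratios from -3.82 to -1.05 and a median of -1.46. HEC1 (JCVI_35218) changed most, with 15 reads in S1 and 202 in H3 (log2 ratio -3.82, 95% interval from -4.69 to -3.07). SHP2 (JCVI_13562) had the most reads, 235 and 658 (log2 ratio -1.56, -1.78 to -1.34). SRS5 (JCVI_29726) rested on 6 and 35 reads (log2 ratio -2.62, -4.16 to -1.35). Both ABCB19 unigenes were close to the limit, at -1.05 and -1.09, and did not pass with TMM scaling, under which 6 of the 8 unigenes passed.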

All 8 female organ-related genes were down-regulated. In the DEGs, some others for embryo sac or ovule development were observed. For example, the genes encoding VDD (JCVI_5595 and JCVI_25612) were found to be a direct target of the MADS domain ovule identity complex and affect embryo sac differentiation in *Arabidopsis*[12]; the gene encoding AGO5 (JCVI_17792) was a putative effector of small RNA (sRNA) silencing pathways, an insertion of which inhibited the initiation of megagametogenesis [17]; the gene which encoded a protein disulfide isomerase, PDIL2-1 (JCVI_23062), its truncation would function in sporophytic tissues to affect ovule structure and impede embryo sac development, thereby disrupting pollen tube guidance [32]. In addition, the genes which encoded SEP2 (JCVI_18581), PI (JCVI_17089), AP3 (JCVI_7877), EDA14 (JCVI_13115), EDA17 (JCVI_16034) were also involved in female gametophyte or ovule development [28,29,33]. 

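The VDD unigene JCVI_5595 had 19 reads in S1 and 191 in H3 (log2 ratio -3.40, 95% interval from -4.17 to -2.72), and JCVI_25612 had 169 and 358 (log2 ratio -1.16, -1.43 to -0.89). AGO5 (JCVI_17792) was higher in S1, with 3154 and 1118 reads (log2 ratio 1.42, 1.32 to 1.52). PDIL2-1 (JCVI_23062) had 372 and 713 reads, a log2 ratio of -1.01 (-1.20 to -0.83). With TMM scaling, JCVI_25612 and JCVI_23062 no longer reached an absolute log2 ratio of 1.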

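Of the 9 unigenes, 6 were lower in S1 and 3 were higher. SEP2 (JCVI_18581) had 108 reads in S1 and 262 in H3, AP3 (JCVI_7877) 23 and 70, and EDA17 (JCVI_16034) 152 and 410. EDA14 (JCVI_13115) was higher in S1, with 133 and 34 reads (log2 ratio 1.89, 95% interval from 1.34 to 2.48). PI (JCVI_17089) had 58 and 23 reads, a log2 ratio of 1.26 (0.54 to 2.03), and its FDR of 0.00135 in the exact test on the reads was above the limit of 0.001.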

Most of these genes were down-regulated except *AGO5*, *PI* and *EDA14*.

### Verification of DEGs by qRT-PCR

To confirm that the unique-match genes from the Illumina sequencing and bioinformatics analysis were indeed differentially expressed, a total of 21 genes were selected randomly from the DEGs related to flower development (including gamete, embryo sac, integument, pollen or other floral organ development) for quantitative RT-PCR assays. With the gene-specific primers designed (Table 3), the relative transcript levels in S1 and H3 were compared with those of RNA-seq data (RPKM value). 

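In the RNA-seq data all 21 unigenes passed the threshold between the 2 libraries, 10 higher in S1 and 11 lower. JCVI_18334 had 542 reads in S1 and 1 in H3. Few reads were behind JCVI_12339 (17 and 0 reads), JCVI_10648 (2 and 24), JCVI_35227 (23 and 3) and JCVI_15979 (24 and 3), whose FDR values in the exact test were 0.000127, 1.94e-05, 0.000683 and 0.00041. Of these, JCVI_10648 alone passed with the Benjamini-Yekutieli FDR, under which 18 of all 21 unigenes passed. For JCVI_20761, 69 reads in S1 stood against 222 in H3 (log2 ratio -1.76, 95% interval from -2.17 to -1.36).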

For 17 out of the 21 genes, qRT-PCR analysis revealed the same expression trends as the RNA-seq data, despite some quantitative differences. Among 18 of the 21 genes with different expression levels between S1 and H3 (Figure 6), 8 were repressed, 9 induced, and 1 opposed to RNA-Seq in S1, respectively. 

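JCVI_11853 had 99 reads in S1 and 7 in H3, which are RPKM values of 28.6 and 2.13. The log2 ratio was 3.75, with a 95% interval from 2.65 to 5.10 from the reads.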

For example, JCVI_11853, a transcription factor which regulated flower development, was up-regulated 14.9 times in S1 than in H3 by qRT-PCR, nearly the same ratio as the one (29 to 2) from RNA-seq. Moreover, the six related genes, JCVI_18221 (*SLG*), JCVI_5595 (*VDD*), JCVI_19406 (*PHV*), JCVI_25718 (*CNA*), JCVI_16242 (*PHB*) and JCVI_22718 (*YAO*), showed the same expression trends revealed by qRT-PCR and RNA-seq, confirming the reliability of RNA-seq data.

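In the deposited counts, SLG (JCVI_18221) had 0 reads in S1 and 127 in H3, VDD (JCVI_5595) 19 and 191, PHV (JCVI_19406) 21 and 75, CNA (JCVI_25718) 55 and 192, and PHB (JCVI_16242) 84 and 278. YAO (JCVI_22718) had 32 reads in S1 and 0 in H3, where 3 reads would have been an RPKM of 1.95.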

**Table 3:** The corresponding primers of qRT-PCR

**Primer sequences**	**Amplified unigenes**
GGATGGAATAGCTGGAATCATT (F) TCATAACTGGATACCTGACTGTTGG (R)	JCVI_24628
CGTGAACGAGTCCAATTACCT (F) CGTACTCCAAGACAGGCCATA (R)	JCVI_36924
TCCTTCTCACATCAGCTCACAAGT (F) AACCAATGTAGTCTCAAGCATGTC (R)	JCVI_25718
TTCCGCTGAAGCTCTCACTCT (F) CTGCATGATCTTAGCGAACTCAG (R)	JCVI_16242
CAGTATCTGAAGGAGAACGGTAGC (F) AAGAACCGATGGAGTGAAGCTC(R)	JCVI_15979
CTACACAATCATAACAAGCCAATGC (F) TTGAAGATAGGAAGACTAGGACCAC (R)	JCVI_17831
ACGCAAGCCTCGTCCTCCTT(F) AAGCTCTGCCACATGAACCG (R)	JCVI_18221
AGCGACTGCCTCTAAGTGACG (F) TGCCACACGATGTTCTCTGG (R)	JCVI_10648
GGTGACAGTCCTGGATTCTTCA (F) TAAGCATCTCCGTACCATCTGG (R)	JCVI_5595
TTGTGGACGATAATCTGGTGAACAG (F) TCTTCGCTAGTAGCCTGAATCACAT (R)	JCVI_29818
CGTAGCAAGTGGTCAGCAAC (F) CCAGTCAACAGCAGTTCCTG (R)	JCVI_19406
TTGGACTATGGTAGCTGGAGGAG (F) CCATTGAAGGTAGCAGCAACATC (R)	JCVI_27467
GACCGTTACTCCATCCGCAT (F) TCTCGCAGAAGCACTCTCGT (R)	JCVI_20761
TAACATTGTGCTTAGTGGTGGAACC (F) GTCCAGATTCGTCATACTCAGCCTT (R)	JCVI_566
TAGTGACCTTGCTGCATCTGGAG (F) CCAACAGAATCCTTATGACAGCCT (R)	JCVI_22718
AACGAGACTTACCAGCTTCAGG (F) TGGAGAGAATGCTGATGCAG (R)	JCVI_12339
GGTGAGATCAACGAGGACAACGT (F) CTTCCACATGCGCCTCTTCTTC (R)	JCVI_18334
CACTTACGCCGACGAGCTTC (F) GAGTAACGGAACCGCCACAC (R)	JCVI_11853
GATCCTCTTCGTCTCTTCTTCAT (F) TTGGCACCATGTGATCGTAG (R)	JCVI_35227
CGAAGCCTTCTGTCTCATCG (F) ACACCGTCTCCGTCTCTGTC (R)	JCVI_6515
ATAATGGAGCCGTGGAGGTG (F) AATGGCGACGAGAAGACGAA (R)	JCVI_17127
TCCATCCATCGTCCACAG (F) GCATCATCACAAGCATCCTT (R)	Actin of *B. napus*

**Figure 6:**
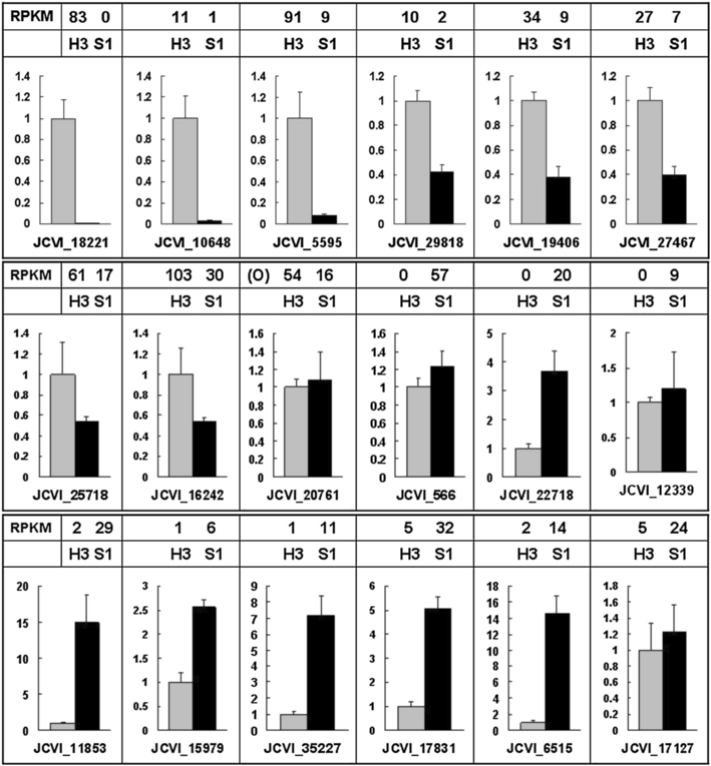
**RT-PCR confirmation of the differentially expressed genes between H3 (gray columns) and S1 (black columns).** Columns and bars represent the means and standard error (n = 3), respectively. The gene expression levels from RNA-Seq data are added on the top of each gene. RPKM: Reads Per Kb per Million reads, O: the change trend of gene expression is the opposite to the result of RNA-Seq.

## Discussion

In this study, complete and stable female sterility in *B. napus* mediated by one alien chromosome was characterized for its anatomy of gynoecium development and gene expressions. The female sterility was insensitive to the dosage of the alien chromosome from *O. violaceus*, because the gynoecium development was nearly the same in the plants with one or two copies of the alien chromosome. This chromosome also caused complete female sterility in the nullisomic line with one chromosome pair lost (2n = 36) of *B. napus* (data unshown), suggesting that the genes on this alien chromosome for female sterility were still active in the altered genetic background of *B. napus*. These results indicated that the female sterile lines were valuable for elucidating the genetic mechanisms behind the gynoecium development for *Brassica* crops and other crucifers.

### Phenotype of aberrant gynoecium

In crucifers, the pollen tube must breach the stigma surface and burrow through the extracellular matrix of the stigma epidermal cells and transmitting tract cells before reaching its ovule targets [34]. It grows typically through the foot to penetrate the stigmatic cuticle and then enters the outer layer of the stigmatic cell wall, which would require cutinase or esterase to break down the stigmatic cuticle and modify the cell walls [35]. In our S1 line, the failure of the pollen tubes to penetrate the stigma epidermal cells on the defective stigmatic papillae may be caused by the aberrant structure and component of the abortive papillae cell walls or the enzyme activities. 

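JCVI_18221 had 127 reads in H3 and JCVI_22894 had 145, and neither had a read in S1. The log2 ratios (S1/H3) of -16.34 and -16.11 are set by the RPKM of 0.001 given to S1. From the reads alone, the upper ends of the 95% intervals were -5.16 and -5.35. At this depth 3 reads in S1 would have been an RPKM of 1.86 and 1.39.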

On the other hand, two differentially expressed unigenes encoded the S locus glycoprotein (SLG) (JCVI_18221 and JCVI_22894) were observed, which were specific to H3 and showed large schange of gene expression level (log2 Ratio(H3/S1) >16). The SLG was expressed specifically in the stigma epidermal cell wall and played a role in pollen-pistil interaction and pollen adhesion [35]. Down-regulated expression of *SLG* was in conformity with that the fewer pollen grains adhered on S1 stigma.

In *Arabidopsis thaliana*, one of several ovule-defective mutants, the *ant* showed ovules without integument development and blocked megasporogenesis at tetrad stage [36]. In ovules of S1 plant, the integuments arrested at the initiative stage and presented a small protuberance at the chalaza region, which indicated that the inner integument could initiate but not grow and the outer integument did not developed. So the abortive stage of S1 was a little later than the *ant* mutant. Consistently, the megasporogenesis was blocked after the tetrad stage and the megagametogenesis did not initiate in S1, as the tetrad and degraded megaspore were observed but the functional megaspore never discovered. Additionally, expression of *ANT* gene showed no difference between S1 and H3, suggesting that defective ovules in S1 may be caused by downstream genes of *ANT* or other metabolic pathways.

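The deposited annotation gives aintegumenta of B. napus as the best hit of JCVI_34775. This unigene had 912 reads in S1 and 872 in H3, a log2 ratio of -0.01 with a 95% interval from -0.14 to 0.13. Its FDR in the exact test on the reads was 0.994. With TMM scaling the log2 ratio was 0.17.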

### Global gene transcription changes related with female sterility

The fact that more unigenes appeared in S1 (28,065) than H3 (27,653) was obviously connected with the alien chromosomes from *O. violaceus*, suggesting that newly initiated transcription occurred in S1. Furthermore, 4540 DEGs were induced or repressed by more than two folds in S1 plants compared with H3 plants, some of them were confirmed by the qRT-PCR analysis. As there were too many GO enrichment terms when using hypergeometric test for the 4540 unigenes, we chose the DEGs with RPKM ≥ 50 and fold change ≥ 2 (1987) for the GO functional categorization. There were several processes related to female sterile traits, including flower development, embryo sac development, gametophyte development, cell growth, cell differentiation, cell death, cell cycle, pollen-pistil interaction. 

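Over all annotated DEGs, 1116 of 2672 carried a response or defense term in the deposited annotation, or 41.8%. In 10000 random lists of annotated unigenes of the same size matched on mean expression, the median share was 31.0%, and the share of the DEGs lay at percentile 100 of the lists. The terms were listed for 46.9% of the annotated up-regulated DEGs and for 37.3% of the down-regulated ones. The term response to stress itself did not lean to S1, with 8.35% of the up-regulated and 8.97% of the down-regulated DEGs.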

One inexplicable phenomenon was that, in the ontology of biological process, the most over-represented GO terms were responses to stress or stimulus, suggesting that significant changes of the stress-resistant reaction in female sterile plants happened. More than 200 differentially expressed unigenes without any annotation might have some novel functions.

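Neither a best protein hit nor a GO term was listed for 233 of the 4539 DEGs, or 5.13%. The share without a best hit among all detected unigenes was 6.03%. Of the 233 DEGs, 90 were higher in S1 and 143 lower.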

### Genes and metabolism pathways for female sterility

GO and pathway enrichment analysis of the DEGs revealed a number of important genes and metabolism pathways for gynoecium development in S1 plants. The first noticeable pathway was brassinosteroid (BR) biosynthesis and metabolic process. BRs have several physiological effects in plants, including cell elongation and division, vascular differentiation, flowering, pollen development, seed germination and photomorphogenesis [37]. A novel role for BRs in gynoecium and ovule development was shown recently [18]. In our study, twelve differential unigenes were revealed for BR biosynthesis, which encoded seven kinds of proteins (LUP2, CAS1, SMO1, FACKEL, SMO2, DWF5 and DWF1) produced during the biochemical process from squalene to cycloartenol to campesterol to BR (Figure 7). 

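The 12 unigenes had 2377 reads in S1 and 6014 in H3 together, and each had a lower RPKM in S1. From the lower expression of these unigenes, together with the high expression of UGT73C5 in S1, the paper proposes that BR activity was reduced in the S1 gynoecia.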

From the pathway of brassinosteroid biosynthesis, all of the twelve unigenes were notably down-regulated in S1 plant and could affect the normal biosynthesis of brassinosteroid. For BR metabolism, only two genes were identified in *Arabidopsis*. One encoded a DON-Glucosyltransferase termed *UGT73C5*, which was found to regulate BR activity by catalyzing the 23-O-glucosylation of BL and castasterone. Overexpression of *UGT73C5* resulted in BR-deficient phenotypes [27]. Another was *BAS1*, which encoded a cytochrome P450 enzyme capable of hydroxylating BR to 26-OH-BL [37]. Here, one unigenes (JCVI_27911) which encoded *UGT73C5* was observed to highly and exclusively expressed in S1 plants (log2 Ratio(S1/H3) >19). Then, potentially reduced BR activity in S1 gynoecia may be the key reason for female sterility.

**Figure 7:**
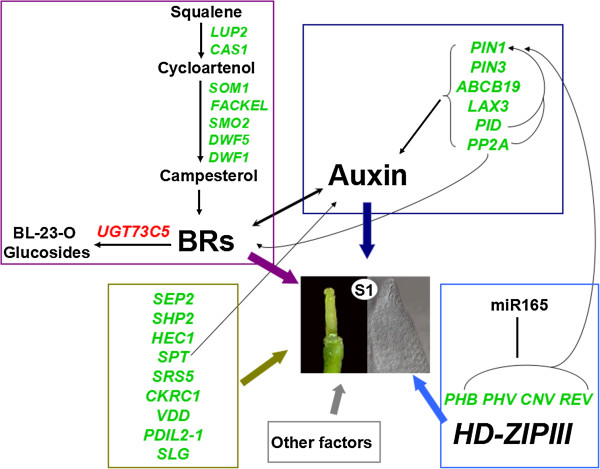
**A proposed model of BR-, auxin-, and HD-ZipIII genes-dependent pathways for gynoecium development.** All genes displayed in this figure correspond to DEGs in this study, other related genes without difference are not showed here. Genes with green color are down-regulated and those with red color are up-regulated in S1 pistils. Different colors of rectangle represent different pathway or factors, purple: BRs synthesis and metabolism, dark blue: polar auxin transport, light blue: HD-ZipIII genes, deep yellow: other related genes. Arrows and bars indicate positive and negative regulatory interactions, respectively. BRs: Brassinosteroids. This figure also includes the information from other sources [3,14,37].

The second group of genes was those involved in adaxial/abaxial axis specification. Recent studies have shown that adaxial–abaxial polarity mechanisms were required for integument formation [14,38,39]. At present, eight genes from three gene families were confirmed to determine adaxial/abaxial axis specification during the inner and outer integuments development: *INO* from *YABBY* gene family, *KAN1*, *KAN2* and *ABERRANT TESTA SHAPE* (*ATS*, also referred to as *KANADI4*, *KAN4*) from *KANADI* gene family, and four *Class III Homeodomain-leucine zipper* (*HD-ZipIII*) genes (*CNV*, *PHB*, *PHV* and *REV*) [14]. A balance model for the adaxial/abaxial determinants underlying integument morphogenesis was also proposed: in the inner integument, *ATS* and a proposed additional abaxial factor acted in balanced opposition to *CNA/PHB/PHV* and *REV* to promote inner integument growth; in the outer integument, the abaxial activities of *INO*, *KAN1* and *KAN2* acted in balance with *REV* to control morphogenesis [14]. Thus, HD-ZIPIII transcription factors acted in both the outer and inner integuments as adaxial determinants. In our study, thirteen unigenes with differential expression were included in polarity specification of adaxial/abaxial axis. 

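All 6 unigenes known from leaf polarity passed the threshold, 3 higher and 3 lower in S1. IAMT1 (JCVI_39696) had 2 reads in S1 and 190 in H3 (log2 ratio -6.64, 95% interval from -9.70 to -4.77), ERECTA (JCVI_34288) 533 and 1029, and MYB91 (JCVI_11157) 49 and 134. The HD2 unigenes were all higher in S1, with 92 and 10 reads for JCVI_28751, 2543 and 518 for JCVI_5685 and 515 and 37 for JCVI_29422. ERECTA, at a log2 ratio of -1.02, did not reach the limit with TMM scaling.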

Six of them encoding four kinds of protein: IAMT1 (JCVI_39696), ERECTA (JCVI_34288), HD2 (JCVI_28751, JCVI_5685 and JCVI_29422) and MYB91 (JCVI_11157), were only found to control the development of leaf polarity [40-42], and seven encoding the four HD-ZIPIII transcription factors: PHB (JCVI_16242 and JCVI_36221), PHV (JCVI_19406 and JCVI_29851), CNA (JCVI_25718 and JCVI_10400) and REV (JCVI_32385), had roles in both leaf and integument adaxial/abaxial polarity formation [38]. Mutation of these genes would cause injured ovule integuments and abortive embryo sac. 

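The 7 HD-ZipIII unigenes had log2 ratios from -1.91 to -1.18 with a median of -1.44, and each passed the threshold between the libraries. PHV (JCVI_19406) changed most, with 21 reads in S1 and 75 in H3 (log2 ratio -1.91, 95% interval from -2.68 to -1.20). REV (JCVI_32385) had 102 and 220 reads (log2 ratio -1.18, -1.54 to -0.84), and CNA (JCVI_10400) 66 and 142 (log2 ratio -1.18, -1.62 to -0.75). The list median lay at percentile 0.03 of 10000 random lists matched on mean expression. This follows from the listing of its members as down-regulated DEGs of these same libraries. With TMM scaling 6 of the 7 passed, and with an assumed biological coefficient of variation of 0.2 none did.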

All of the seven unigenes were down-regulated in S1 plants, conforming to the ovule phenotype in S1. This group of genes was possibly the other important factors affecting gynoecium or ovule development in S1. In addition, it has been demonstrated that overexpression of miR165 led to the down-regulation of all five *HD-ZIP III* genes, and concomitantly recapitulated the phenotypes of simultaneous loss-of-function mutation of *REV*, *PHV* and *PHB*[43]. It was possible that the miR165 was overexpressed in gynoecia of S1 and caused the integuments damage indirectly, because the four genes were all down-regulated.

The third related pathway was auxin transport and signaling pathway. As the first plant hormone studied, auxin had wide-ranging effects on growth and development throughout the plant, including gynoecium and ovule morphogenesis [44-46]. Auxin can be distributed by passive diffusion through the mature phloem or active polar auxin transport (called PAT) that mediates cell-to-cell movement of auxin through two different types of proteins, efflux and influx carriers [3]. Transport proteins, best represented by PIN-FORMED1 (PIN1) and P-GLYCOPROTEINS19 (PGP19/ABCB19), have been shown to coordinately regulate auxin efflux, and AUXIN1 (AUX1) and its paralogs LIKE-AUX1 (LAX1-3) are the auxin influx carriers [47]. In our study, 21 unigenes related with auxin transport or signaling pathway showed different expression levels, some encoded the efflux and influx carriers, such as PIN1 (JCVI_31884), PIN3 (JCVI_7893, JCVI_6698 and JCVI_31660), ABCB19 (JCVI_15407 and JCVI_35748) and LAX3 (JCVI_32855), and two PIN phosphorylation regulators PID (JCVI_34187) and PP2A (JCVI_14923). *PIN1*, the first gene in *PIN* gene family, had a role in basipetal auxin transport in stem as a catalytic auxin efflux carrier [3,47]. *PIN3*, another member of *PIN* gene family, was a component of the lateral auxin transport system regulating tropic growth and essentially involved in mediating differential shoot growth [48]. *ABCB19* encoded one of the PGP proteins (PGP19) that belonged to ATP-binding cassette (ABC) transporter superfamily and had an important role in stabilizing PIN1 localization at the plasma membrane microdomains [47]. LAX3, one of the paralogs of AUX1, might function in concentrating auxin in the cytoplasm of cells of L1 layer and preventing auxin diffusion in the apoplast, inducing auxin to flow into the neighboring cells [49]. *PID* encoded a Ser/Thr protein kinase and functioned on PIN phosphorylation that caused the preferential location of PIN in the apical side. But the phosphatase PP2A acted antagonistically to PID on phosphorylation of PIN proteins. 

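The 9 unigenes of auxin transport were all lower in S1, with log2 ratios from -2.66 to -1.04 and a median of -1.66. PIN3 (JCVI_6698) had 64 reads in S1 and 215 in H3 (log2 ratio -1.82, 95% interval from -2.25 to -1.41). Others rested on few reads, with 6 and 36 for PIN3 (JCVI_31660) and 6 and 26 for LAX3 (JCVI_32855). LAX3 had an FDR of 0.000846 in the exact test on the reads. PP2A (JCVI_14923) had a log2 ratio of -1.04 (-1.49 to -0.60). With TMM scaling 4 of the 9 passed, with the Benjamini-Yekutieli FDR 7 did, and with an assumed biological coefficient of variation of 0.2 none did.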

Here, all of these genes participating in mediation of auxin fluxes directly or indirectly were down-regulated expressed at different levels. Alteration of these genes probably disturbed the auxin flux and distribution in the S1 gynoecia, which would arrest the normal development of gynoecia and ovules (Figure 7).

The last group of genes was those with important role in gynoecium or ovule development, such as *SHP2*, *HEC1*, *SPT*, *SRS5*, *CKRC1*, *VDD*, *AGO5*, *PDIL2-1*, *SEP2*, *PI*, *AP3*, *EDA14* and *EDA17*. All of these genes were down-regulated except *AGO5*, *PI* and *EDA14*, which was generally in accorded with female sterility. Among these differently expressed genes between S1 and H3, the two MADS box genes, *SHP2* and *SEP2* were reported to be ovule identity factors, controlling ovule integuments identity with other genes [50].

### Interactions between BR, auxin and *HD-ZipIII* genes on gynoecium development

Up to now, numerous studies have addressed that there are interactions and crosstalks between brassinosteroids (BRs) and auxins. It was demonstrated that the IAA genes were induced by brassinolide (BL) via activating the auxin response elements [51]. In the growth of *Arabidopsis* hypocotyl, either application of BRs or disruption of BR synthesis would alter auxin response, presumably by affecting auxin transport [52]. It was confirmed that the gene *BRX* acted at the nexus of a feedback loop that mediates threshold brassinosteroid levels to permit optimal auxin action [53]. A recent study showed that a crucial gene for BR biosynthesis, *DWF4*, played a novel role in the BR-auxin crosstalk [54]. The PP2A protein mediating auxin fluxes mentioned above also had a dual role in the shift between inhibition and activation of BR signaling [55]. Besides BRs, *HD-ZipIII* genes also had the link with auxin. It has been proposed that *IFL1/REV* could influence auxin polar transport and cell differentiation and morphology [56]. The loss of Class III HD-Zip gene activity resulted in a loss of bilateral symmetry during embryogenesis by altering the PIN1 localization and mediating auxin signal transduction [57]. Overall, the brassinosteroid (BR), auxin and *HD-ZipIII* genes likely affected the formation of ovule integuments and growth of gynoecia of S1 plants, respectively and corporately. It has been proposed that the enhanced *seu cyp85A2* double mutant phenotypes in ovule and gynoecium maybe result from the combination of brassinosteroid- and auxin-dependent signaling pathways [18]. Here, a model of BR-, auxin- and *HD-ZipIII* genes-dependent pathways and their interactions for gynoecium development in the female sterile plant was proposed (Figure 7). In addition, the DEGs and related pathways involved in gynoecium development mentioned above were also listed (Additional file 5: Table S4).

## Conclusion

The complete female sterility in *Brassica napus* mediated by one alien chromosome was caused by the lack of formation of inner and outer integuments and the blocked megasporogenesis. Among the 4540 DEGs detected by RNA-seq in the female sterility, a number of important genes and metabolism pathways were involved in the development of gynoecium, ovule, integuments as well as the interactions between pollen and pistil. Particularly, the genes for the pathways related with BR, auxin and adaxial/abaxial axis specification were most likely responsible for the abortive development of female organs.

## Methods

### Plant materials and RNA preparation

The monosomic or disomic additional plants with a single, or one pair of the *Orychophragmus violaceus* chromosomes and all 38 chromosomes of *Brassica napus* (2n = 39, AACC + 1O; 2n = 40, AACC + 2O) were identified among the successive backcrossing progenies of the intergeneric somatic hybrid (2n = 62, AACCOO) with *B. napus* L. cv. Huashuang 3 [26] (Additional file 6: Figure S2, and the method of GISH for Figure S2 was the same as previously described [26]). One of the addition line used in this study was female sterile but male fertile. After the line pollinated *B. napus*, the progenies were found to be male and female fertile *B. napus*, or female sterile *B. napus* with the *O. violaceus* chromosome(s) which were selected for study. The female sterile disomic addition line with one pair of the *O. violaceus* chromosomes (designated as S1) and donor *B. napus* cv. Huashuang No. 3 (H3) were grown in the experimental field of Qinghai University in Xining, Qinghai Province, and gynoecium samples in 1.5 to 3 mm long flower buds were collected. All samples were immediately conserved in RNAfixer Stabilization Reagent (BioTeke Corporation) for one week, then transferred to liquid nitrogen and kept at -80°C until use. Total RNA from the two samples was extracted using the Polysaccharide and Polyphenol Total RNA Isolation Kit (spin column; Bioteke Corporation). The quality of the RNA was analyzed by agarose gel (1.5%) electrophoresis and the total RNA content was assessed by spectroscopy at 260/280 nm (GeneQuant II; Pharmacia Biotech). Finally, the RIN (RNA integrity number) was evaluated using Agilent 2100 by BGI-Shenzhen, and the value of S1 and H3 were 9.2 and 9.1 respectively.

### Pollen germination, pollen tube growth

About 10 pollinated pistils were collected 2, 6, 24, 48 and 72 h after artificial pollinations, and fixed in FAA solution (50% ethanol, 5% acetic acid, 3.7% formaldehyde) at 4°C overnight. Before observation, the pistils were soften with 6 mol/L NaOH for 12 h, then rinsed with distilled water for three times, and dipped in 0.1% water soluble aniline blue solution (aniline blue was diffused in 0.1 mol/l K_3_PO_4_ solution) for 24 h [26]. Then the pistils were mounted on slides and covered lightly with coverslips, and observed under the fluorescence microscopy (Nikon Eclipse 80i).

### Scanning electron microscopy

Fresh gynoecia in flower buds with different sizes and opening flowers of S1 and H3 were collected at the same time, and fixed overnight in 2% glutaraldehyde, and dehydrated through graded ethanol. All samples were dried, sputter-coated and analyzed as previously described [58].

### Whole-mount preparations

Fresh gynoecia in flower buds with different size range and opening flowers of S1 and H3 were collected and fixed in FAA solution at 4°C overnight. After dehydrated through graded ethanol, cleared whole-mount tissues were prepared by dissecting ovules from carpels using needles, and cleared in the mixture with 1/2 Chloral hydrate solution (chloral hydrate:glycerol:water = 8:1:2 ) [59] and 1/2 absolute alcohol for 2 h, and then in Chloral hydrate solution for 3 times (12 h each time). For those too small to dissect ovules, the whole pistils were cleared directly. All samples were observed using a Nikon DS-Ri 1 microscope equipped with differential interface contrast (DIC) optics.

### RNA sequencing library construction, Illumina sequencing, and data processing

Approximately 40 μg total RNA of each sample (S1 and H3) was sent to BGI-Shenzhen where the RNA-seq libraries were constructed and sequenced by using Illumina HiSeq™ 2000. The mRNA enrichment, RNA fragmentation, the first and second strand cDNA synthesis and purifying, sequencing adaptors ligation and PCR amplification were performed as previously described [60]. After sequencing, the preliminary data processing was also carried out by BGI-Shenzhen, according to the procedure. Briefly, the original image data was transferred into sequence data by base calling, which was defined as raw data or raw reads and saved as fastq files. The dirty raw reads including those with adaptors, containing more than 10% of unknown bases, and low quality reads (the percentage of the low quality bases of quality value ≤ 5 is more than 50% in a read) were filtered, then clean reads were obtained for further analysis. *Brassica*_95k_unigene (http://brassica.nbi.ac.uk/) was used as the reference genome, and clean reads of each sample were mapped to reference sequences using SOAP2 [61], allowing no more than two mismatched bases. The gene expression level was calculated by using RPKM method (Reads Per kb per Million reads) [62]. If there were more than one transcript for a gene, the longest one was used to calculate its expression level and coverage.

### Screening of differentially expressed genes (DEGs)

Referring to “The significance of digital gene expression profiles [63]”, BGI have developed a strict algorithm to identify differentially expressed genes between two samples using the Poisson model. Denoted the number of unambiguous clean tags from gene A as x, given that every gene's expression occupies only a small part of the library, p(x) will closely follow the Poisson distribution: p(x) = e^-λ^λ^x^ / x! (λ is the real transcripts of the gene). Then, P-value corresponds to differential gene expression test. FDR (False Discovery Rate) is a method to determine the threshold of P-value in multiple tests. More stringent criteria with smaller FDR and bigger fold-change value can be used to identify DEGs. We used “FDR ≤ 0.001 and the absolute value of log_2_Ratio ≥ 1” as the threshold to judge the significance of gene expression difference.

### GO and pathway enrichment analysis of DEGs

GO enrichment analysis provides all GO terms that are significantly enriched in DEGs comparing to the genome background, and filter the DEGs that correspond to biological functions. This method firstly maps all DEGs to GO terms in the database, calculating gene numbers for every term, then using hypergeometric test to find significantly enriched GO terms in DEGs comparing to the genome background. The calculating formula used was the same as previously described [64]. The calculated p-value goes through Bonferroni Correction, taking corrected p-value ≤ 0.05 as a threshold. GO terms fulfilling this condition are defined as significantly enriched GO terms in DEGs. Pathway enrichment analysis also applies a hypergeometric test to identify significantly enriched metabolic pathways or signal transduction pathways in DEGs comparing with the whole genome background, using the major public pathway-related database: KEGG [65]. The calculating formula is the same as that in GO analysis, the pathways with a Q value of ≤ 0.05 are defined as those with significantly differentially expressed (enriched) genes [64]. Additionally, GO function analysis of DEGs with the criteria of RPKM ≥ 50 and fold change ≥ 2, DEGs specific to S1 and specific to H3 plants were performed using blast2Go (http://www.blast2go.com/b2ghome), respectively. GO enrichment analysis of these genes was performed based on the TAIR GO slim provided by blast2GO, filtered by Seq: cutoff = 5.0, as well as the soft agriGO (http://bioinfo.cau.edu.cn/agriGO/).

### Real-time Quantitative RT-PCR (qRT-PCR) analysis

The RNA samples used for the qRT-PCR assays were the same as for the RNA-seq experiments. First-strand cDNA synthesis was performed with 1500 ng of total RNA using RevertAid™ First Strand cDNA Synthesis Kit (Fermentas), total RNA (0.5 μg) was reverse-transcribed with oligo (dT)_18_ primer (0.5 μg/μl) using RevertAid™ Reverse Transcriptase according to the described protocol. Gene-specific primers were designed according to the reference unigene sequences using the Primer 3.0, all primer sequences are listed in Table 3. A primer was also designed for *B. napus* actin gene to normalize the amplification efficiency. QRT-PCR assays in triplicate were performed using THUNDERBIRD SYBR qPCR Mix (Toyobo, Osaka, Japan) with a Bio-Rad CFX96 Real-Time Detection System. The actin gene was used as an internal control for data normalization, and quantitative variation in the different replicates was calculated using the delta-delta threshold cycle relative quantification method.

### Availability of supporting data

The data set supporting the results of this article is available in NCBI’s Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE49606 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE49606). Other supporting data are included within the article and its additional files.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

ZYL and WQF conceived of the study. WQF carried out the anatomical and molecular woks. ZGZ and LD obtained the female sterile addition line. WQF, ZYL and XHG analyzed the data and drafted the manuscript. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 Morphology of different-stage flower buds and corresponding pistils of H3 (**A** and **C**) and S1 (**B** and **D**). Numbers above: length of flower buds, numbers below: length of corresponding pistils, unit: mm. Bar = 1 cm. Click here for file

Additional file 2: Table S1 Significantly enriched GO terms in the 4540 DEGs according to hypergeometric test. Click here for file

Additional file 3: Table S2 Significantly enriched GO terms in the DEGs specific to S1. Click here for file

Additional file 4: Table S3 Significantly enriched GO terms in the DEGs specific to H3. Click here for file

Additional file 5: Table S4 List of DEGs and related pathways involved in gynoecium development based on KEGG pathway and biological process of GO. Click here for file

Additional file 6: Figure S2 GISH analysis of the monosomic **(A)** and disomic **(B)** additional plants. Red signals are from the labeled *O.violaceus* probe and blue color from DAPI staining. In PMCs at meiotic anaphase I, the chromosomes show the 19:20 and 19:21 segregations with one **(A)** and two **(B)** labeled chromosomes, respectively. Note that the two chromosomes from *O. violaceus* move to one polar group, other than equally segregate. Bar = 5 μm. Click here for file

# Supplementary material for: Anatomy and transcript profiling of gynoecium development in female sterile Brassica napus mediated by one alien chromosome from Orychophragmus violaceus
**Source:** BMC Genomics. 2014 Jan 23;15:61. doi: 10.1186/1471-2164-15-61
**Supplement:** Additional file 2: Table S1 — Significantly enriched GO terms in the 4540 DEGs according to hypergeometric test.

a GO term classifications: P, Biological Process; C, Cellular Component; F, Molecular Function.

b GO terms with P-value<0.05 were regarded as significantly enriched GO terms.

# Supplementary material for: Anatomy and transcript profiling of gynoecium development in female sterile Brassica napus mediated by one alien chromosome from Orychophragmus violaceus
**Source:** BMC Genomics. 2014 Jan 23;15:61. doi: 10.1186/1471-2164-15-61
**Supplement:** Additional file 3: Table S2 — Significantly enriched GO terms in the DEGs specific to S1.

a GO term classifications: P, Biological Process; C, Cellular Component; F, Molecular Function.

b GO terms with FDR<0.05 were regarded as significantly enriched GO terms.

# Supplementary material for: Anatomy and transcript profiling of gynoecium development in female sterile Brassica napus mediated by one alien chromosome from Orychophragmus violaceus
**Source:** BMC Genomics. 2014 Jan 23;15:61. doi: 10.1186/1471-2164-15-61
**Supplement:** Additional file 4: Table S3 — Significantly enriched GO terms in the DEGs specific to H3.

| **GO term description** | **Ontologya** | **Number in input list** | **Number in BG/Ref** | **p-value** | **FDRb** |
| --- | --- | --- | --- | --- | --- |
| Carbohydrate metabolic process | P | 6 | 866 | 4.70E-05 | 0.00085 |
| Metabolic process | P | 17 | 10614 | 0.0039 | 0.035 |

a GO term classifications: P, Biological Process; C, Cellular Component; F, Molecular Function.

b GO terms with FDR<0.05 were regarded as significantly enriched GO terms.

# Supplementary material for: Anatomy and transcript profiling of gynoecium development in female sterile Brassica napus mediated by one alien chromosome from Orychophragmus violaceus
**Source:** BMC Genomics. 2014 Jan 23;15:61. doi: 10.1186/1471-2164-15-61
**Supplement:** Additional file 5: Table S4 — List of DEGs and related pathways involved in gynoecium development based on KEGG pathway and biological process of GO.

| **DEGs (unigenes)** | **Gene name** | **Putative functiona** | **Log2 Ratio(S1/H3)b** |
| --- | --- | --- | --- |
| **Brassinosteroid biosynthesis and** **metabolic process** | | |  |
| JCVI_38125, JCVI_42543 | *LUP2* | Lupeol synthase | -2.34, -2.10 |
| JCVI_33856, JCVI_20625 | *CAS1* | Cycloartenol synthase | -1.52, -1.27 |
| JCVI_2267 | *SMO1* | Sterol 4-alpha-methyl-oxidase | -1.03 |
| JCVI_39052 | *FACKEL* | Sterol C-14 reductase | -1.42 |
| JCVI_14504 | *SMO2* | Sterol 4-alpha-methyl-oxidase | -1.49 |
| JCVI_10359, JCVI_40245 | *DWARF5* | Δ7-sterol reductase | -1.36, -1.09 |
| JCVI_9676, JCVI_21095, JCVI_7150 | *DWARF1* | Calmodulin-binding | -1.53, -1.44, -1.23 |
| JCVI_27911 | *UGT73C5* | DON-Glucosyltransferase | 19.19 |
| **Adaxial/abaxial axis specification** | | |  |
| JCVI_16242, JCVI_36221 | *PHB* | [Sequence-specific DNA binding](http://www.arabidopsis.org/servlets/TairObject?type=keyword&id=22416) | -1.80, -1.40 |
| JCVI_19406, JCVI_29851 | *PHV* | [Sequence-specific DNA binding](http://www.arabidopsis.org/servlets/TairObject?type=keyword&id=22416) | -1.91, -1.44 |
| JCVI_25718, JCVI_10400 | *CNA* | [Sequence-specific DNA binding](http://www.arabidopsis.org/servlets/TairObject?type=keyword&id=22416) | -1.88, -1.18 |
| JCVI_32385 | *REV* | [Sequence-specific DNA binding](http://www.arabidopsis.org/servlets/TairObject?type=keyword&id=22416) | -1.18 |
| **Auxin transport and signaling pathway** | |  |  |
| JCVI_31884 | *PIN1* | [Transporter activity](http://www.arabidopsis.org/servlets/TairObject?type=keyword&id=4504) | -1.30 |
| JCVI_7893, JCVI_6698, JCVI_31660 | *PIN3* | [Auxin:hydrogen symporter activity](http://www.arabidopsis.org/servlets/TairObject?type=keyword&id=1628) | -2.47, -1.82, -2.66 |
| JCVI_15407, JCVI_35748 | *ABCB19* | [ATP binding](http://www.arabidopsis.org/servlets/TairObject?type=keyword&id=894), [ATPase activity](http://www.arabidopsis.org/servlets/TairObject?type=keyword&id=907) | -1.05,-1.09 |
| JCVI_32855 | *LAX3* | [Transporter activity](http://www.arabidopsis.org/servlets/TairObject?type=keyword&id=4504) | -2.19 |
| JCVI_34187 | *PID* | Serine/threonine protein kinase | -1.66 |
| JCVI_14923 | *PP2A* | Serine/threonine protein phosphatase | -1.04 |
| **Others** |  |  |  |
| JCVI_18221, JCVI_22894 | *SLG* | — | -16.34, -16.11 |
| JCVI_13562 | *SHP2* | [Protein binding](http://www.arabidopsis.org/servlets/TairObject?type=keyword&id=3877) | -1.56 |
| JCVI_35218 | *HEC1* | [Sequence-specific DNA binding transcription factor activity](http://www.arabidopsis.org/servlets/TairObject?type=keyword&id=4449) | -3.82 |
| JCVI_28865 | *SPT* | [DNA binding](http://www.arabidopsis.org/servlets/TairObject?type=keyword&id=961) | -1.25 |
| JCVI_29726 | *SRS5* | — | -2.62 |
| JCVI_9912, JCVI_18521 | *TAA1* | [Pyridoxal phosphate binding](http://www.arabidopsis.org/servlets/TairObject?type=keyword&id=8613) | -1.35, -1.63 |
| JCVI_5595, JCVI_25612 | *VDD* | [DNA binding](http://www.arabidopsis.org/servlets/TairObject?type=keyword&id=961) | -3.40, -1.16 |
| JCVI_17792 | *AGO5* | [Nucleic acid binding](http://www.arabidopsis.org/servlets/TairObject?type=keyword&id=3376) | 1,42 |
| JCVI_23062 | *PDIL2-1* | Protein disulfide isomerase | -1.01 |
| JCVI_18581 | *SEP2* | [Chlorophyll binding](http://www.arabidopsis.org/servlets/TairObject?type=keyword&id=1912) | -1.35 |
| JCVI_17089 | *PI* | [DNA binding](http://www.arabidopsis.org/servlets/TairObject?type=keyword&id=961) | 1.26 |
| JCVI_7877 | *AP3* | [DNA binding](http://www.arabidopsis.org/servlets/TairObject?type=keyword&id=961) | -1.68 |
| JCVI_13115 | *EDA14* | [Protein binding](http://www.arabidopsis.org/servlets/TairObject?type=keyword&id=3877) | 1.89 |
| JCVI_16034 | *EDA17* | [Flavin adenine dinucleotide binding](http://www.arabidopsis.org/servlets/TairObject?type=keyword&id=17564) | -1.51 |

a The information is from TAIR (http://www.arabidopsis.org/index.jsp).

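The log2 ratios of Table S4 were computed again from the deposited RPKM for its 46 unigenes, with an RPKM of 0 set to 0.001. They differed from the paper's values by at most 0.005. Of these unigenes, 42 had a lower and 4 a higher RPKM in S1.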

b Negative numbers represent down-regulation and positive represent up-regulation.

How the deposited data were processed for this re-analysis (not part of the article)

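RNA from gynoecia of 1.5 to 3 mm flower buds of S1 and H3 was sequenced by the authors in 1 library per line. The authors removed low-quality reads, mapped the clean reads to the Brassica 95k unigene set with SOAP2, allowing 2 mismatches, and deposited for each unigene with a read the count of uniquely matched reads. The authors also deposited the RPKM of each unigene and the percent of its length covered by reads, with GO terms and the best protein hit. The counts added up to 3032132 reads in S1 and 2881609 in H3, and the RPKM values use these totals.

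From the deposited counts, a two-sided Audic-Claverie test was computed for each of the 29108 unigenes (Python 3.11.15 with scipy, numpy and pandas), conditioned on the H3 reads and with the observed count in both tails. The paper's text does not give the tails, the conditioning or the FDR procedure, while the two-sided Audic-Claverie test and the Benjamini-Hochberg FDR were set here before the data were examined. The conditioning and the tails, in the main form and in the other forms computed as alternatives, were settled after the data had been seen. DEGs had a Benjamini-Hochberg FDR of at most 0.001 and an absolute log2 ratio of the deposited RPKM of at least 1, with an RPKM of 0 set to 0.001. With 1 library per line, edgeR's quasi-likelihood test could not be fitted, the test compares the 2 libraries and not the lines, and no difference has a replicate check. edgeR 4.0.16 in R 4.3.3 gave TMM factors (0.94 for S1 and 1.06 for H3) and exact tests with assumed dispersions of 0.04 and 0.16. Intervals at 95% are exact Clopper-Pearson intervals turned into log2 ratios, or Wilson intervals of shares, and 3 reads were taken as the smallest number that can be shown. The intervals of log2 ratios cover counting error only. The Wilson intervals take unigenes as independent, although 5560 best hits were shared by more than 1 unigene, so they may be too narrow.

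Gene lists were set against 10000 random lists of the same size, drawn from the same of 20 expression bins. The unigenes named are those that the paper names, the ANT unigene that the deposited annotation names, and the 2 with the largest and the 2 with the smallest log2 ratio among other DEGs with at least 10 reads in each library. The alternatives set before the data were examined were clean-read totals, TMM scaling, the Benjamini-Yekutieli FDR, at least 10 reads in both libraries together, a pseudocount of 1 RPKM, an FDR of at most 0.05, assumed biological coefficients of variation of 0.2 and 0.4, detection from 3 or 5 reads, S1 reads drawn down to the H3 total, and RPKM of at least 50 in both libraries. The test was tried on simulated Poisson reads. There, 200 of 200 changed unigenes were recovered in the right direction and 0 unchanged ones were called. The changed unigenes all had many reads and changes well above the limit. The trial therefore does not cover unigenes with few reads or changes near the limit. With assumed biological coefficients of variation of 0.2 and 0.4, 362 and 3883 unchanged unigenes were called. Pathways were not analysed here, since the tables used here pair no unigene with a pathway, and no genome coordinates are given, since the unigenes were not placed on a genome here. The values of 1 unigene of the auxin transport list are not reported here; it is counted in the list.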

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

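TMM scaling and the assumed biological coefficients of variation were alternatives set before the data were examined. The other tests in this part were chosen only after the results were seen. The groups of unigenes were found by searching the deposited best-hit descriptions for 12 families of proteins, also after the data had been seen, and no family was compared across replicates.

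The paper discusses UGT73C5 (JCVI_27911), and other unigenes annotated as UDP-glycosyltransferases, which it does not discuss, were also higher in S1. Of 75 such unigenes, 25 were up-regulated and 1 down-regulated, with 16964 reads in S1 and 1432 in H3 together. Library scaling was tested with TMM factors, under which 27 were up-regulated and 1 down-regulated, so scaling does not account for the rise. With an assumed biological coefficient of variation of 0.4, 15 were up-regulated. Reads that move between members of the family would leave its total unchanged, but the total in S1 was 11.8 times that in H3. Reads that match several members equally are not among the uniquely matched reads and were not tested. The family median lay at percentile 100 of random lists matched on mean expression, but the family was picked for its rise, so this shows little. Heat shock protein unigenes were higher as well, with 30 of 152 up-regulated and 4 down-regulated. The rise of the glycosyltransferases can therefore not be told apart from stress of the plants or tissue behind one library. A hypothesis is that the reads of UGT73C5 may be part of a broader detoxification or stress response, in the line or in this sample. GC content was not tested.

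The 30 up-regulated heat shock protein unigenes became 31 with TMM scaling and 4 with an assumed biological coefficient of variation of 0.4. No biological explanation could be tested with 1 library per line.

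All 4 unigenes annotated as S locus glycoproteins were down-regulated, including 2 that the paper does not list, with 2 reads in S1 against 20 in H3 for the one and 2 against 68 for the other. With the Benjamini-Yekutieli FDR or an assumed biological coefficient of variation of 0.2, 3 passed, and with 0.4, 2 did. If reads had moved to the unigene of another allele, another S locus glycoprotein unigene would be expected to rise, and 0 rose. With all 4 down, this count only restates the fall and does not test the explanation. Moves among these 4 alone would leave their total unchanged, but it was 4 reads in S1 and 360 in H3. An allele that is absent from the unigene set would give the same result, so the fall cannot be told apart from a difference in alleles between the lines.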

How the results depend on the processing

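No paired analysis was possible because each line has 1 library. The pathway enrichment planned for annotated pathways was not run. The 4 forms of the test or of the library totals that were chosen after seeing the data (Table 1 read totals, an upper tail without the observed count, conditioning on S1, and a symmetric binomial test) kept every count of DEGs and every list count within 1.5 times the main value, with 4528, 4597, 4516 and 4457 DEGs against 4539. The conditioning and tails of the main form were not fixed beforehand either.

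Assuming variation between plants changed the counts most. With a biological coefficient of variation of 0.2, there were 1241 DEGs, 877 up-regulated and 364 down-regulated, 335 at a log2 ratio of -2 or below, 142 at -3 or below, 11 with no read in S1 and 686 with RPKM of at least 50. With 0.4, the numbers were 192 DEGs, 179 up-regulated (all 179 at a log2 ratio of at least 2 and of at least 3), 13 down-regulated (all 13 at -2 and at -3 or below), 51 with no read in H3, 2 with no read in S1 and 142 with RPKM of at least 50. Of the listed unigenes, 0 of brassinosteroid biosynthesis, 0 HD-ZipIII, 0 of auxin transport, 1 of carpel and gynoecium, 1 of embryo sac and ovule and 7 measured by qRT-PCR passed with 0.2. With 0.4 these were 0, 0, 0, 0, 0 and 3, and 1 of leaf polarity. In simulated libraries without any true change, the main test called 362 unigenes with a coefficient of 0.2 and 3883 with 0.4. With Poisson reads alone, in a simulation that also held 200 changed unigenes, it called 0 of the unchanged ones. The true variation between plants is not known from 1 library per line.

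At an FDR of at most 0.05, there were 3673 down-regulated DEGs, 1094 at -2 or below, 419 at -3 or below, 272 with no read in H3 and 139 with no read in S1. With the Benjamini-Yekutieli FDR, 21 had no read in S1. A pseudocount of 1 left 119 at -3 or below. With clean-read totals, which lower every RPKM, 816 DEGs reached an RPKM of 50. With the totals of the deposited counts and a limit of 50 RPKM in both libraries, 559 did. With TMM scaling, 4 auxin transport unigenes passed, and the log2 ratio of the ANT unigene (JCVI_34775) changed sign, from -0.01 to 0.17, both within a small distance of 0. The causes were not tested.

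DEGs with a response to stress term fell from 232 to 108 and 21 with assumed coefficients of 0.2 and 0.4, those with no read in H3 from 6 to 1 with 0.4, and those with RPKM of at least 50 from 131 to 73 and 19, to 74 with clean-read totals and to 38 with a limit of 50 RPKM in both libraries. DEGs with a flower development term fell from 26 to 2 and 0 with 0.2 and 0.4, and those with RPKM of at least 50 from 8 to 1 and 0, and to 5 with the limit in both libraries.

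Among the 73 named unigenes, TMM scaling left 60 calls as they were, with 11 weaker, 1 stronger and 1 reversed, the Benjamini-Yekutieli FDR left 68 with 5 weaker, and assumed coefficients of 0.2 and 0.4 left 20 and 12. Depth limits the unigenes with few reads, such as LAX3 (JCVI_32855) with 6 and 26 reads.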

Differences from the paper's values

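Counts of DEGs with a GO term were lower here than in the paper. The paper reports a response to stress term for 689 DEGs (its Table S1), for 469 with RPKM of at least 50 and for 38 specific to S1 (Table S2), against 232, 131 and 6 here. It reports flower development for 58 DEGs with RPKM of at least 50, against 8, and carbohydrate metabolic process for 6 DEGs specific to H3 (Table S3), against 0. None of the alternatives reached these values. The terms counted here are those listed in the deposited annotation, without parent terms, while the paper assigned terms with blast2GO, and the cause of the gap was not tested.

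The other counts and ratios compared did not differ from the paper's by more than the limits used here. Smaller gaps remained. The paper reports 4540 DEGs, 2155 up-regulated and 2385 down-regulated, against 4539, 2100 and 2439 here. It reports 192 up-regulated DEGs without expression in H3, against 175. Conditioning the test on S1, a form chosen after seeing the values, gave 2155 up-regulated DEGs and 192 with no read in H3, but 32 with no read in S1 against the paper's 37. Leaving the observed count out of the upper tail, also chosen after seeing the values, gave 192 and 37 but 4597 DEGs. TMM scaling, set before the data were examined, gave 192 with no read in H3, but 32 with no read in S1 and 4263 DEGs. The paper reports 195 down-regulated DEGs at a log2 ratio of -3 or below, against 243 here and 194 with the Benjamini-Yekutieli FDR. For the flower development term the paper reports 35 DEGs, against 26 here and 35 at an FDR of at most 0.05, with the terms of the deposited annotation. None of the settings reached all of the paper's counts. The conditioning and tails of the main form were also settled after the data had been seen.

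The paper names PI (JCVI_17089) among the differentially expressed genes. Its FDR was 0.00135 here, above the limit of 0.001. It passed with TMM scaling (FDR 0.000175) and at an FDR of at most 0.05, and, in forms of the test chosen after seeing the values, with the upper tail without the observed count (0.000971) and conditioned on S1 (0.000988).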

Other observations

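The tests on the covered length, on opposite directions and on stamen tissue were chosen only after the result was seen. So were the families of unigenes searched, among them late brassinosteroid synthesis and signalling.

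More unigenes were detected in S1 than in H3. Sequencing depth was tested by drawing S1 down to the H3 total, and 27990 unigenes remained on average against 27653 in H3, so depth accounts for only part of the difference. When the pooled reads of each unigene were dealt to the libraries at random, 888 unigenes fell only in S1 and 818 only in H3. The 1455 observed only in S1 were 1.64 times the number dealt, and the 1043 observed only in H3 were 1.27 times. Both sets were thus larger than in the random deal, and part of the excess is not specific to S1. With at least 3 reads in one library and fewer in the other, 1435 unigenes were found only in S1 and 1267 only in H3, and with at least 5 reads 1484 and 1400. The gap between the libraries was smaller at these limits. Among unigenes with no read in the other library, however, 230 in S1 and 62 in H3 had at least 10 reads. Variation between plants was not tested.

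For the up-regulated DEGs with no read in H3, reads from transcripts of the alien chromosome could cover only part of a unigene. Their covered share differed from that of unigenes with similar reads and length by -1.59 percentage points in the median. Without a spread for this difference and a known alien transcript to compare, it does not tell whether such reads were present. Reads that switch between near-identical unigenes would put unigenes with the same best hit in opposite directions. This was seen for 23 of the 528 best hits with at least 2 unigenes past the threshold. Shuffling the directions over all unigenes gave a mean of 124 such hits, but copies of a gene also tend to move together, so this comparison does not tell whether reads switched.

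The unigenes of late brassinosteroid synthesis, perception and signalling were also searched. None of the 15 passed the threshold, with a median log2 ratio of -0.07 and values from -1.17 to 1.93. At an FDR of at most 0.05, 2 were down-regulated and 0 up-regulated. Reads enough for a 2-fold fall to pass were found for 6 of them, which did not pass either. For the others, a change of that size was not detectable at this depth.

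Stamen tissue in one library could cause differences between the libraries. Of 40 unigenes annotated to pollen, anther or tapetum, with a median of 6 reads in both libraries together, 5 had reads enough for a 2-fold fall to pass. Of these 5, 20% passed the threshold (95% Wilson interval from 3.62% to 62.4%), against 24.7% of all unigenes with reads enough, so stamen tissue can be neither shown nor ruled out.

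Among DEGs that the paper does not name, with at least 10 reads in each library, the largest rises were in JCVI_5144, annotated as glutathione S-transferase 3 (3117 reads in S1 and 15 in H3, log2 ratio 7.63), and JCVI_11429, annotated as an alternative oxidase (6405 and 56, log2 ratio 6.76). The largest falls were in JCVI_1243, annotated as a MATH domain protein (15 and 487, log2 ratio -5.09), and JCVI_11516, annotated as a glutamyl endopeptidase inhibitor (19 and 540, log2 ratio -4.90). Among the other families searched, 8 of 11 lipoxygenase unigenes were down-regulated and 0 up-regulated, also with TMM scaling, but 4 were down-regulated with an assumed biological coefficient of variation of 0.2 and 0 with 0.4. Of 27 glutathione S-transferases, 11 were up-regulated and 5 down-regulated, or 11 and 2 with TMM scaling and 6 and 0 with an assumed coefficient of 0.4. Their reads added up to 5344 in S1 and 6403 in H3. Of 29 histone unigenes 1 was up-regulated and 1 down-regulated (3 and 1 with TMM scaling), and of 382 ribosomal protein unigenes 29 and 12 (43 and 7). Late embryogenesis and dehydrin unigenes were up-regulated in 5 of 23 cases and cold-response unigenes in 6 of 18. With an assumed coefficient of 0.4, these fell to 1 and 1. Jasmonate ZIM-domain unigenes were up-regulated in 4 and down-regulated in 4 of 20, or 1 and 4 with the Benjamini-Yekutieli FDR. Their reads added up to 2160 in S1 and 5664 in H3, and with an assumed coefficient of 0.4, 0 passed in either direction.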
